A study of Danio rerio with 18 samples. Its data were reported in "Multi-omics analyses of early liver injury reveals cell-type-specific transcriptional and epigenomic shift" (2021).

How the data were processed

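Chromatin accessibility was measured by ATAC-seq in fluorescent cells sorted from the livers of adult female zebrafish. In ATAC-seq, a transposase inserts sequencing adapters into DNA that is not wrapped in nucleosomes, so sequenced fragments pile up where chromatin is open. The 18 libraries formed 6 groups of 3 libraries. Each group combined a cell type with a treatment. The cell types were hepatocytes (HEPs, dsRed driven by the fabp10a promoter), hepatic stellate cells (HSCs, EGFP driven by hand2) and endothelial cells (ECs, mCherry driven by kdrl). Every cell type came from its own transgenic line, so cell type and line were the same factor. Fish were injected into the abdomen with thioacetamide (TAA), a compound that damages the liver, at 500 mg/kg, or with sterile water, 6 times within 2 weeks. Each library was made from 60000 sorted cells and sequenced as pairs of 75 bp reads. Groups were read from the labels of the samples. How fish were assigned to libraries is not stated. The number of control fish given for the whole study is smaller than the number of control libraries, so, taken as given, the control libraries cannot all have come from separate fish, and the libraries of a group are not known to be independent.

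The authors aligned reads to the zebrafish genome build GRCz11 with Bowtie2, kept short fragments from nucleosome-free DNA, and moved read ends to correct for the position of the transposase. Peaks were called with MACS2 subcommands. A p-value track was computed for each replicate, the tracks of the 3 replicates of a group were combined by Fisher's method, and peaks were taken from the combined track after adjustment for multiple testing. Peaks over low-complexity sequence were then discarded by the authors. The outcome was 1 peak list per group and 6 lists in all, with no list for any single library. Spread between replicates could therefore not be computed, and no test across replicates and no p-value is given. The study's own differential test used reads counted in peaks with DESeq2, which was not used here.

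The score of each peak in the deposited lists was the authors' own value. It equalled 10 times the negative log10 of the q-value, was capped at 3240, and had its lowest value between 50 and 52 in the 6 lists, so that the weakest peak in the HEP TAA list had a q-value of 1e-05. Scores depend on sequencing depth and were used only to rank peaks within a list. The columns for fold, p-value and q-value were 0 for every peak. The lists held no read counts, so the depth of the libraries is unknown. A deeper group can give a longer list from the same chromatin, which can produce peaks in a single list without any change in accessibility. For this reason the Jaccard indices and the lost and gained shares were repeated with lists of equal length. Most overlaps of lost, gained and kept peaks with control lists were also repeated in this way. So were the overlaps of changes in HSCs and HEPs with changes in ECs. Not repeated were the steps of 10% of a list, the regions strong in 5 lists and the control regions shared by several cell types. The overlaps of changes between HSCs and HEPs were not repeated either. Most overlaps of lost and gained peaks with TAA lists of other cell types were also not repeated. The same holds for regions found only in control HEPs in the EC and HSC TAA lists, and for peaks found in neither HEP list.

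Lists were compared as deposited. Similarity of a pair of lists was measured by the Jaccard index, the number of base pairs covered by both lists divided by the number covered by either, which is 0 for lists without overlap and 1 for identical lists. Its value under random placement came from 100 placements of the peaks of the second list on their own chromosomes, up to the last peak end seen in any list. A control peak was called lost if no TAA peak of the same cell type overlapped it by at least 1 bp, and kept otherwise. A TAA peak without a control peak of the same cell type was called gained. Shares are given with Wilson 95% confidence intervals, which cover counting error over peaks only. Peaks are not replicates, and the intervals do not cover differences between fish or libraries. Where a count was 0, the limit given is the share that 3 counts would make. Ranges over the 25 chromosomes describe how even a result was along the genome. Coordinates are on GRCz11 and count from 1.

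The measures, the alternatives and the rule for named genes were fixed before the data were examined. The alternatives were the better 50% of each list by score, each list reduced to its best 41563 peaks (the length of the shortest list) or to its best 20000, overlap of at least 50% of both peaks, a summit inside the other peak, no other peak within 500 bp, shared regions instead of base pairs, base pairs covered instead of peak number, and the 25 numbered chromosomes alone. Chosen after the values were seen were the comparison of the better 50% of a list with the whole other list, the equal lengths for kept peaks and for changes shared between cell types, the comparisons by steps of 10% of a list, the grouping of control regions by cell type, the sets of strongest peaks, the regions strong in 5 of the 6 lists, the windows of 100 kb and the single sites.

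The rule for named genes covered genes whose promoters the study named, the genes of the 3 reporters, and the strongest promoter peaks lost and gained within the study's expression clusters. It could not be applied, because gene positions on GRCz11 and the genome sequence were not used here and the gene table at hand described another build. Shares of peaks in promoters, changes at expression clusters, promoters of marker genes and sequence motifs were left out for the same reason, and sites are given by position without their gene context.

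Overlaps were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. The overlap code was tested on simulated data, in which 10000 of the 51257 EC control peaks were removed and 10000 peaks were placed elsewhere. It recovered 100% of the changed peaks. Across 18 cases, which included the same overlaps computed with bedtools 2.31.1, 0 differed.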

Results

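To determine how far accessible chromatin changed in each liver cell type after TAA, ATAC-seq peak lists were compared for HEPs, HSCs and ECs from fish injected with TAA or with sterile water as a control. The 18 libraries were divided into 6 groups of 3, and each group was represented by 1 peak list that the authors made from its 3 libraries combined. The comparisons below therefore have no replicate error. Depth was unknown, since the lists hold no read counts.

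The lists were of similar length. HEPs had 41563 peaks in control and 44649 after TAA, HSCs had 55293 and 61245, and ECs had 51257 and 54209. Peaks covered 7.87 Mb in control HEPs and 8.26 Mb in TAA HEPs. In HSCs they covered 10.8 Mb and 12.2 Mb, and in ECs 10.2 Mb and 10.8 Mb. Median peak width lay between 172 bp and 184 bp in all 6 lists. The share of peaks at the highest possible score differed more, from 2 peaks in TAA HEPs to 1127 peaks in TAA HSCs.

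The first question was whether TAA changed the number of accessible regions. The TAA list was longer than its control list in every cell type. The TAA to control ratio was 1.07 in HEPs, 1.11 in HSCs and 1.06 in ECs, which amounted to 3086, 5952 and 2952 more peaks. The ratio was above 1 on 25 of 25 chromosomes in HEPs (range 1.04 to 1.12) and in HSCs (1.06 to 1.16), and on 22 of 25 in ECs (lowest 0.948). Measured in base pairs covered, the ratio in HEPs was 1.05, the largest move among the alternatives. Without replicate lists or depths, these ratios could not be set against the spread between libraries.

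The next question was which cell type changed most. ECs changed more than HSCs and HEPs. The Jaccard index between the control and TAA lists was 0.291 in ECs, 0.625 in HSCs and 0.665 in HEPs. Random placement of the TAA peaks gave means of 0.00397, 0.00432 and 0.00304, respectively. The EC value was below both others on 25 of 25 chromosomes, where it ranged from 0.259 to 0.318. HSCs ranged from 0.599 to 0.645 and HEPs from 0.619 to 0.683. The HSC value was also below the HEP value on 25 of 25 chromosomes. The difference between HSCs and HEPs shrank with lists of equal length, to 0.663 against 0.671 at 41563 peaks and 0.684 against 0.696 at 20000 peaks. The EC value moved most when regions were counted instead of base pairs, to 0.334.

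Control lists of different cell types served as a yardstick for these values. The Jaccard index was 0.613 between control HEPs and control HSCs, 0.377 between control HSCs and control ECs, and 0.340 between control HEPs and control ECs. The EC control list thus stood apart from the other two, and it was less similar to the EC TAA list (0.291) than to either of them. Over all 15 pairs of lists, EC control with EC TAA had the lowest value, and it was the lowest on 24 of 25 chromosomes. The highest value was that of EC TAA with HSC TAA, 0.697, which was the highest on 25 of 25 chromosomes (range 0.677 to 0.721). It exceeded the index between control and TAA lists of the same cell type in HSCs and in HEPs. Among TAA lists, the index was 0.585 for ECs with HEPs and 0.568 for HSCs with HEPs. The EC TAA list had an index of 0.572 with the HEP control list and 0.613 with the HSC control list. By the same yardstick, the HSC control list was about as similar to the HEP lists as to the HSC TAA list. Its index was 0.613 with HEP control, 0.636 with HEP TAA and 0.625 with HSC TAA. With the best 20000 peaks, these 3 values lay between 0.684 and 0.687. All 5 pairs that included the EC control list lay between 0.291 and 0.377, and the 10 pairs without it lay between 0.546 and 0.697.

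**Figure D1:**
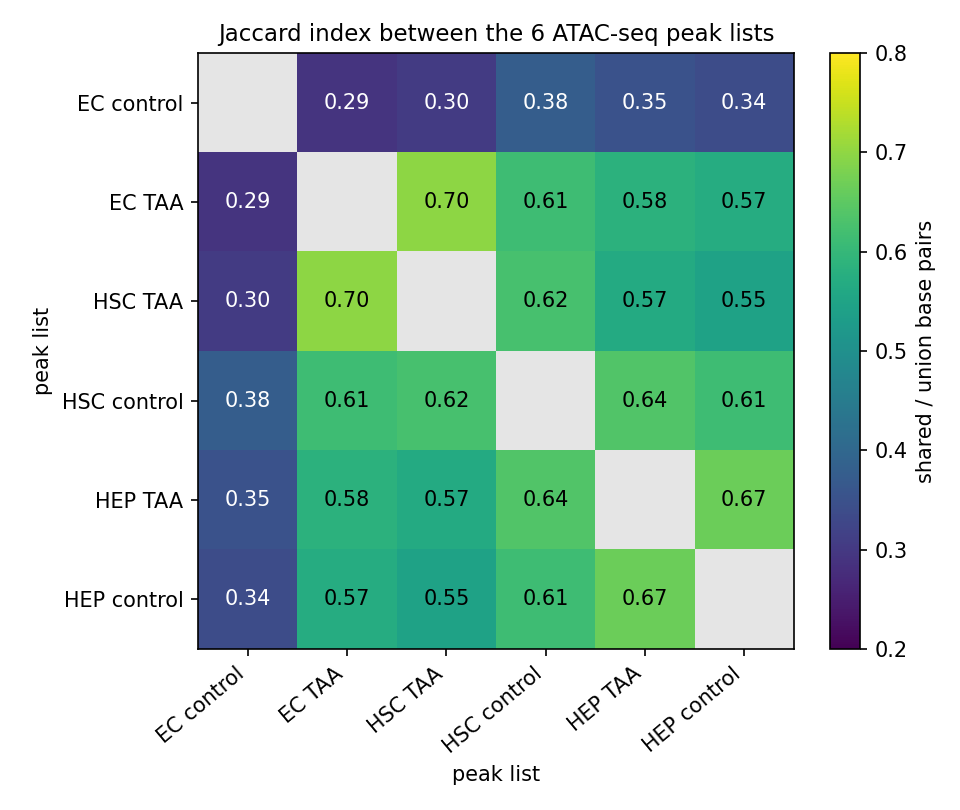
Jaccard index (shared over union base pairs) for each of the 15 pairs of the 6 peak lists, with both axes naming the lists and the colour giving the index. The 5 pairs with the EC control list range from 0.291 to 0.377, and the other 10 pairs range from 0.546 to 0.697.

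Loss and gain of peaks were then counted in each cell type. ECs lost 24800 of 51257 control peaks, or 48.4% (95% Wilson interval 48.0 to 48.8). HSCs lost 8994 of 55293, or 16.3% (16.0 to 16.6), and HEPs lost 5883 of 41563, or 14.2% (13.8 to 14.5). Gained peaks made up 51.1% of the TAA list in ECs (27701 of 54209, interval 50.7 to 51.5), 24.8% in HSCs (15167 of 61245, 24.4 to 25.1) and 20.1% in HEPs (8969 of 44649, 19.7 to 20.5). The lost share moved most when the better 50% of the control peaks was set against the whole TAA list, to 36.4% in ECs, 2.34% in HSCs and 1.37% in HEPs. Lost shares of HSCs and HEPs were in the opposite order, and close, in 3 of the 9 settings, among them lists of 41563 peaks with 16.8% and 16.9%. In ECs the gained share was above the lost share in 6 of the 9 settings. Lists of equal length make the shares nearly equal by construction and cannot decide between gain and loss. With the better 50% of a list against the whole other list, 34.4% were gained and 36.4% lost. The TAA list was also longer and depth was unknown. The lists therefore did not show whether ECs gained more than they lost.

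In HSCs and HEPs the changes lay among peaks with low scores, whereas in ECs they reached the strongest peaks. Among the best 10% of control peaks by score, ECs lost 825 of 5126 (16.1%), HSCs lost 1 of 5530 (0.0181%) and HEPs lost 1 of 4157 (0.0241%). In the last 10%, the lost shares were 76.0% in ECs, 54.8% in HSCs and 50.9% in HEPs. Gained peaks followed the same course. In the best 10% of TAA peaks, 956 of 5421 EC peaks (17.6%) and 2 of 4465 HEP peaks were gained. For HSCs the count was 0 of 6125, which allows a share of up to 0.0490%.

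**Figure D2:**
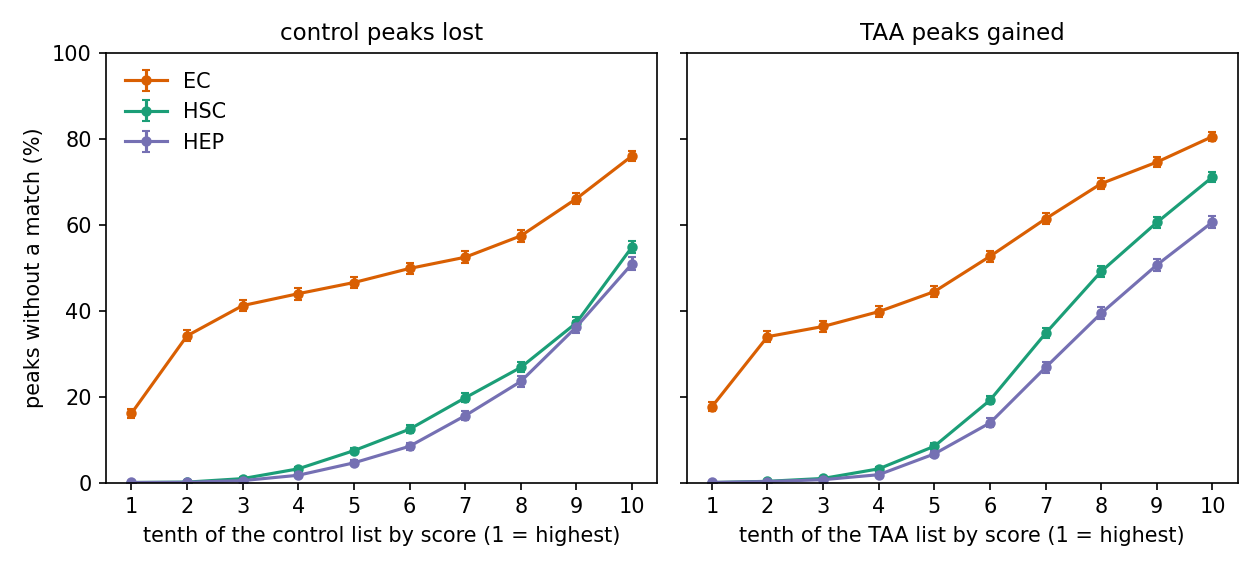
Percent of control peaks lost (left) and of TAA peaks gained (right) in successive steps of 10% of the list ordered by score, for ECs, HSCs and HEPs, with Wilson 95% intervals that cover counting error only. In the best 10%, 16.1% of EC control peaks were lost against 0.0181% in HSCs and 0.0241% in HEPs.

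To ask whether regions gained in a cell type were already accessible in another, lost and gained peaks were looked up in the other lists. Of the EC gained peaks, 69.7% overlapped a control peak of HEPs or HSCs, compared with 30.7% of the EC lost peaks. This rose to 79.2% for the gained peaks when each list was reduced to its best 20000. With the HEP control list alone, 49.0% of EC gained peaks overlapped (48.4 to 49.6) against 14.8% of EC lost peaks. With the HSC control list alone, the shares were 64.9% and 28.9%. The HSC TAA list contained 83.1% of the EC gained peaks and 13.4% of the EC lost peaks. EC peaks kept after TAA were found in the HEP control list in 84.8% of cases and in the HSC control list in 94.0%.

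HSCs showed the opposite relation to the EC control list. It contained 58.2% of HSC lost peaks and 14.8% of HSC gained peaks, and the order was the same in all 6 settings tried. The kept HSC peaks overlapped it at 58.0%. The HEP control list contained 26.2% of HSC lost peaks, 11.9% of HSC gained peaks and 77.4% of kept ones. These depended on list length, with 53.7% of lost and 36.6% of gained peaks at 41563 peaks, and 45.2% and 43.0% at 20000. In HEPs, lost and gained peaks were more alike. The EC control list held 37.6% of HEP lost peaks and 42.4% of HEP gained peaks, and the HSC control list held 62.2% and 67.8%.

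Changes in ECs and HSCs went partly in the same direction. Of the HSC gained peaks, 38.8% overlapped an EC gained peak and 1061 of 15167 an EC lost peak. Of the HSC lost peaks, 54.6% overlapped an EC lost peak and 9.64% an EC gained peak. With the best 20000 peaks these shares were closer, 33.2% and 18.3%. In HEPs the relation was weak and changed with list length. EC gained peaks overlapped 38.4% of HEP gained peaks (37.4 to 39.4) and 41.2% of HEP lost peaks (39.9 to 42.4). With lists of 41563 peaks, the HEP shares were 30.5% and 30.0%, while EC gained peaks overlapped 48.2% of HSC gained and 13.3% of HSC lost peaks. EC lost peaks overlapped 19.3% of HEP gained and 19.4% of HEP lost peaks over all peaks, 20.8% and 24.3% with 41563, and 18.9% and 16.1% with 20000.

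The 3 control lists together formed 76687 merged regions, which were grouped, after the values above had been seen, by the cell types in whose control list they occurred. ECs alone accounted for 18402 regions, HSCs alone for 10324 and HEPs alone for 2370. Of the regions found only in control ECs, 6.56% had a peak in the EC TAA list, 9.76% in the HSC TAA list and 4.12% in the HEP TAA list. Regions found only in control HSCs were retained in 67.6% of cases by the HSC TAA list. Regions found only in control HEPs were in the HEP TAA list in 30.4% of cases, less often than in the EC TAA list (56.7%) or the HSC TAA list (58.1%). The HEP TAA share of HEP-only peaks was 37.4% with lists of 41563 peaks and 41.9% with 20000. Their shares in the longer EC and HSC TAA lists were not repeated, so list length was not ruled out as the source of this order. With lists of 41563 peaks, the order of the 3 TAA lists on EC-only peaks was different, with 5.13% in ECs, 4.67% in HSCs and 6.96% in HEPs. The EC-only share in the EC TAA list stayed far below the HSC-only share in the HSC TAA list, which was 57.5% at that length. Regions shared by control HSCs and HEPs but absent from control ECs, 12848 in number, had a peak in the EC TAA list in 95.1% of cases.

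**Figure D3:**
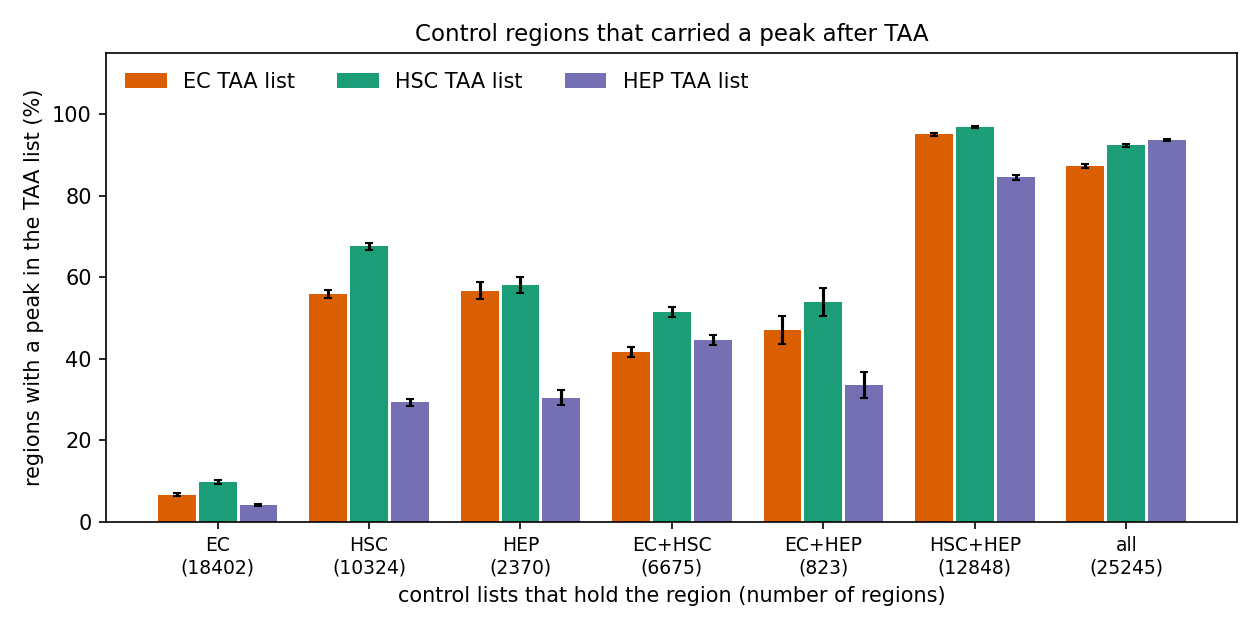
Percent of merged control regions with a peak in the EC, HSC or HEP TAA list, by the control lists that contain the region (number of regions in brackets), with Wilson 95% intervals that cover counting error only. Regions found only in control ECs had a peak in 6.56% of cases in the EC TAA list, while regions of control HSCs and HEPs absent from control ECs had one in 95.1%.

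Single sites are given by position, chosen after the values were seen as the strongest changed peaks. The strongest EC control peak without an EC TAA peak was at chromosome 5, 32801355 to 32801669, with a score of 3096 that ranked it 150 in its list. It was followed by chromosome 16, 39901463 to 39901887 (score 3072) and chromosome 21, 28746952 to 28747344 (score 2839). Each of these sites had a peak in all 5 other lists. Among EC gained peaks, 6 had the highest possible score of 3240, including chromosome 7, 54944161 to 54944461, and chromosome 8, 29999874 to 30000236, which had a peak in every list except EC control. The strongest HSC lost peak, at chromosome 8, 33539867 to 33540072, ranked only 5033 in its list and occurred in no other list. Changed EC peaks were also counted in windows, without a test against the density of peaks. Windows of 100 kb with the most EC losses had 18 each, on chromosome 13 from 46100001 to 46200000 (18 of 19 control peaks) and on chromosome 18 from 48700001 to 48800000 (18 of 23). In the window with the most gains, chromosome 16 from 23900001 to 24000000, 22 of 24 TAA peaks were gained. The median was 2 changed peaks per window among windows with any.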

Values the study reported

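The study reported that ECs showed the strongest chromatin changes after TAA, ahead of HSCs and then HEPs. It placed 30-40% of peaks in promoters, taken as 3 kb on either side of the transcription start. For ECs it reported 440 promoter peaks with higher accessibility in expression cluster B and 74 in cluster F, and 120 with lower accessibility in cluster G and 113 in cluster H. For HEPs it gave 30 higher and 18 lower peaks in cluster B. For HSCs it gave 62 higher and 7 lower peaks in cluster B, and 39 lower peaks in cluster H. Over the whole study, 15 fish received TAA, of which 12 survived, and 6 received the control injection. Peaks were called at a q-value cutoff of 1e-5.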

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

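The shares of HSC lost and gained peaks in the control lists at equal length were alternatives fixed beforehand. All other tests in this part, and the use of those shares as a test, were chosen only after the result was seen. No difference between cell types was tested as such, since each group had 1 list.

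TAA moved HSCs and HEPs in opposite directions relative to the EC control list. The Jaccard index of the HSC list with it fell by 0.0732, from 0.377 to 0.304, whereas that of the HEP list rose by 0.0117, from 0.340 to 0.352. A longer HSC TAA list could lower the index by itself. With the best 20000 peaks of each list the HSC index still fell by 0.0374 and the HEP index still rose, by 0.00358, so list length does not account for the opposite signs. The HEP rise is small, and without replicate lists it may be no more than noise. The HSC fall came with a loss of peaks that control ECs also had. The EC control list contained 58.2% of HSC lost peaks and 14.8% of HSC gained peaks, with lists of 41563 peaks the shares were 59.3% and 18.5%, and with 20000 peaks they were 42.5% and 17.3%, so list length does not account for the difference. Lost peaks were not in excess over kept HSC peaks in the EC control list, where the kept share was 58.0% over all peaks, 59.7% with 41563 and 58.4% with 20000. The HEP control list contained 26.2% of lost and 77.4% of kept peaks over all peaks, 53.7% and 89.4% with 41563, and 45.2% and 91.8% with 20000. Of the better 50% of EC control peaks found in neither HEP list, 21.8% had a peak in control HSCs and 13.0% in TAA HSCs, although the TAA list was longer. Fewer endothelial cells among the sorted HSC TAA cells could give the higher lost than gained share and the fall from 21.8% to 13.0%. Over all HSC peaks, the lost and kept shares in the EC control list showed no excess that would single this out. Control HSC regions split by the HEP control list did show one. Outside it, the HSC TAA list retained 51.5% of regions shared with control ECs and 67.6% of regions found only in control HSCs. Inside it, the shares were 92.3% with and 96.8% without control ECs. Regions were not matched by score, and the split was not repeated at equal length. Fewer endothelial cells stay a candidate explanation. A loss, in HSCs themselves, of regions that control ECs also had would give the same split. It was not tested and stays open.

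Relative to the HEP control list, ECs and HSCs moved in opposite directions. The EC index rose by 0.232, from 0.340 to 0.572, and the HSC index fell by 0.0667, from 0.613 to 0.546. With the best 20000 peaks, the EC index rose by 0.334 and the HSC index fell by 0.0248. List length therefore does not account for the opposite signs, although it could account for part of the HSC fall. With lists of 41563 peaks the HSC index fell by 0.0468. The EC rise is weighed among the other observations. Relative to the HSC control list, ECs and HEPs both rose over all peaks, by 0.236 and 0.0235, but the HEP index fell by 0.00322 with the best 20000 peaks.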

How the results depend on the processing

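The comparisons of the better 50% of a list with the whole other list and of EC-only, HSC-only and HEP-only peaks, kept peaks and shared changes at equal length, and the extra pairs of lists in the Jaccard index, were chosen after seeing the data. In all, 58 results were recomputed to give 245 alternative values, of which 59 lay inside the 95% interval of counting error of the value reported and 186 lay outside it. The intervals are narrow because the lists are long, so a move outside them is often small. For the Jaccard index, a ratio of base pairs, the interval treated the index as a share of merged regions. It is only a rough scale there and not the counting error of the index. Where no cause is given below, the cause was not tested.

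The order of the cell types in the Jaccard index between control and TAA, with ECs lowest and HSCs below HEPs, was the same in all 6 settings, the reported one included. EC TAA with HSC TAA exceeded HEP control with HEP TAA in all 6. ECs had the highest lost and gained shares in 9 of 9 settings, and HSCs gained a higher share than HEPs in 9 of 9. HSCs lost a higher share than HEPs in only 6 of 9, and the order was opposite with the better 50% of each list and with both lengths of equal lists. The EC gained share exceeded the EC lost share in 6 of 9, while in HSCs and HEPs it did so in 9 of 9. Restriction to the 25 numbered chromosomes changed nothing, because the lists held no other sequences. That setting therefore only repeats the reported values in these counts. The ratio of peak numbers under the better 50% is fixed by construction and carries no information.

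Counted as base pairs covered, the TAA to control ratio was 1.12 in HSCs and 1.05 in HEPs. The Jaccard index between control and TAA lists in HSCs was 0.666 with the better 50% of each list, 0.663 with lists of 41563 peaks, 0.684 with 20000 and 0.656 with regions counted. In HEPs it was 0.692, 0.671, 0.696 and 0.706 in the same order. In ECs it was 0.298 with lists of 41563 peaks and 0.334 with regions counted.

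Between control lists, again with the better 50%, 41563 peaks, 20000 peaks and regions, the index was 0.351, 0.373, 0.341 and 0.429 for ECs with HSCs. It was 0.315, 0.352, 0.325 and 0.392 for ECs with HEPs, and 0.631, 0.659, 0.687 and 0.653 for HSCs with HEPs. Between TAA lists it was 0.721, 0.735, 0.726 and 0.729 for ECs with HSCs. It was 0.625, 0.620, 0.650 and 0.627 for ECs with HEPs, and 0.597, 0.626, 0.656 and 0.611 for HSCs with HEPs.

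With the better 50% of each list, the lost share was 47.8% in ECs, 12.5% in HSCs and 12.7% in HEPs, and the gained share 50.6%, 21.2% and 18.8%. With lists of 41563 peaks, the lost share was 16.8% in HSCs and 16.9% in HEPs, and the gained share 48.2% in ECs, 17.2% in HSCs and 16.9% in HEPs. With 20000 peaks, the lost shares were 49.5%, 15.5% and 15.6% and the gained shares 49.5%, 15.7% and 15.6% in ECs, HSCs and HEPs. Lost and gained shares become nearly equal at equal lengths by construction, so the excess of gained over lost peaks in HSCs and HEPs followed the longer TAA lists.

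A stricter match raised all shares by construction. With overlap of 50% of both peaks, lost shares were 53.1%, 19.8% and 16.2% and gained shares 55.7%, 27.6% and 22.0% in ECs, HSCs and HEPs. With the summit inside the other peak, they were 49.7%, 16.8% and 14.8% lost and 52.3%, 25.3% and 20.7% gained. A looser match, with no other peak within 500 bp, gave 45.1%, 14.9% and 12.3% lost and 46.5%, 21.1% and 18.1% gained. With the better 50% of a list against the whole other list, 36.4%, 2.34% and 1.37% were lost and 34.4%, 2.58% and 1.89% were gained. The lost and gained shares of HSCs and HEPs thus depend on peaks of low score, and those of ECs much less.

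The share of EC gained peaks in either other control list was 77.6% with 41563 peaks, 79.2% with 20000 peaks and 68.5% with overlap of 50%. For EC lost peaks it was 20.6% with 20000 peaks, 28.8% with overlap of 50% and 30.0% with the summit rule. Among the further results, on single reference lists, further pairs, peaks of a single cell type, kept peaks and shared changes, 103 of 133 alternative values lay outside the interval. EC gained peaks exceeded EC lost peaks in the HEP control list, and HSC lost peaks exceeded HSC gained peaks in the EC control list, in all 6 settings. HEP gained peaks overlapped EC gained peaks less often than HEP lost peaks did over all peaks and with 20000, but slightly more often with 41563, 30.5% against 30.0%. The order of the TAA lists on EC-only peaks did depend on list length. Over all peaks HSCs retained more of them (9.76%) than ECs (6.56%) and HEPs (4.12%). With 20000 peaks the shares were 2.86% in HSCs, 3.01% in ECs and 4.51% in HEPs.

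No paired analysis was possible because each list combined the 3 libraries of a group, although the labels give the groups the same replicate numbers. Leaving out replicates and using the replicate number as a block were not run for the same reason. Also not run were the planned shares of peaks in promoters, changes at expression clusters, promoters of marker genes and motifs, with all their alternatives. The unknown depth limits every share of lost and gained peaks, most of all in HSCs and HEPs.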

Other observations

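The tests of HEP control peaks among EC gained and lost peaks, and of list length for the EC change, were fixed beforehand, with the study's account of ECs known. All other tests in this part were chosen only after the result was seen.

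EC lists changed most with TAA. A difference in list length does not account for this, because the index between EC control and EC TAA was 0.298 with lists of 41563 peaks against 0.663 in HSCs and 0.671 in HEPs. Nor do peaks near the detection threshold, since 36.4% of the better 50% of EC control peaks had no EC TAA peak, against 2.34% in HSCs and 1.37% in HEPs.

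The EC TAA list resembled the HSC and HEP lists rather than the EC control list. The 6 lists formed 92012 merged regions. In 3955 of them, 5 lists had a peak from the better 50% of their scores and the EC control list had no peak. The same count was 22 for the HEP control list, 12 for the HEP TAA list, 7 for the HSC control list, 2 for the HSC TAA list and 13 for the EC TAA list. Of the 956 gained peaks in the best 10% of the EC TAA list, 954 had a peak in the HEP control list, 954 in the HSC control list and 956 in the HSC TAA list, so they did not single out HEPs. The tables argue against a batch effect common to all TAA libraries as the whole cause. Of the EC lost peaks that control HEPs also had, 68.9% still had a peak in TAA HEPs, as did 62.4% with lists of 41563 peaks and 61.8% with 20000. Loss in HEPs was still more frequent at these peaks than among all HEP control peaks. Of the latter, 14.2% were lost over all peaks, 16.9% with 41563 and 15.6% with 20000. Peaks were not matched by score for this comparison. A common effect that reached HEPs more weakly stays open. With 41563 peaks, EC lost peaks overlapped 24.3% of HEP lost and 20.8% of HEP gained peaks, slightly in the same direction. Over all peaks these shares were 19.4% and 19.3%, and with 20000 they were in the opposite order, 16.1% and 18.9%. These overlaps therefore do not decide the question. Of the EC lost peaks that control HSCs also had, 31.4% still had a peak in TAA HSCs, 20.3% with lists of 41563 peaks and 36.6% with 20000. A batch limited to the EC TAA libraries, or to those and the HSC TAA libraries, was not tested. The tables also argue against a mixture that still held many endothelial cells with the control profile. Of the best 10% of EC-only control peaks, 3.21% were in the EC TAA list, against 2.39% in the HEP TAA list and 7.55% in the HSC TAA list. With lists of 41563 peaks these shares were 1.69%, 3.65% and 1.89%. How small a share of such cells would go undetected was not tested, because the lists hold no read counts.

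Explanations that stay open differ in kind. Hepatocytes, or chromatin like theirs, among the sorted EC TAA cells may be a source, since 49.0% of EC gained peaks overlapped a HEP control peak against 14.8% of EC lost peaks. Hepatocytes alone would not obviously give the 12705 EC TAA peaks found in neither HEP list, although a longer list from deeper libraries could. Of these peaks, 65.8% were in the HSC TAA list and 15.7% in the EC control list. They lay mostly among weaker peaks, as only 106 of the best 20000 EC TAA peaks (0.530%) were in neither HEP list. A mislabelled EC TAA group could also give the pattern. Its Jaccard index with the HSC TAA list was 0.697, above that of HEP control with HEP TAA (0.665), as a second list of the same cells would give. The lists alone do not show which of the EC lists would be out of place. The study named kdrl and etv2 among genes whose promoters lost accessibility most clearly in ECs after TAA. It also reported lower expression of vascular genes in TAA ECs, and reporter reads enriched in fluorescent-positive cells. Those reports place the endothelial marker kdrl in control ECs. They were not tested here against a mislabelled or mixed EC TAA group. A true loss of the EC profile after TAA, with gain of regions accessible in HEPs and HSCs, was not tested and stays open. Each cell type came from a single transgenic line, and promoters of marker genes were not analysed here, so no further test of these was made.

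The HSC control list resembled the HEP control list. Among the strongest 10% of HSC control peaks, 7 lacked a HEP control peak and 616 lacked an EC control peak. Over all peaks, 11049 of 55293 control HSC peaks were in neither HEP list, against 41.7% of control EC peaks. Over the best 20000 peaks, the shares in HSCs and ECs were 0.350% and 19.5%. Hepatocytes among the sorted HSC cells may contribute. Of the 337 HEP control peaks in the best 10% that were absent from control ECs, 99.7% were in the HSC control list (interval 98.3 to 99.9). Of the 453 such EC control peaks absent from control HEPs, 118 were in the HSC control list, with an interval of 22.2 to 30.3%. All 337 of the HEP control peaks were also in the EC TAA list, so their high share was not particular to HSCs. The EC TAA list may hold hepatocyte signal itself, so this does not argue against hepatocytes among the sorted HSC cells. A likeness of HSC and HEP chromatin in the living liver would give the same values and was not tested. If the HSC lists did contain hepatocyte signal, the comparison of HSC control with HSC TAA would describe a mixture.

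Some positions changed in opposite directions in HSCs and HEPs. Of the 15167 HSC gained peaks, 1031 (6.80%) overlapped a HEP lost peak, but more, 1593 (10.5%), overlapped a HEP gained peak. Of the 8994 HSC lost peaks, 1303 (14.5%) overlapped a HEP gained peak and 884 (9.83%) a HEP lost peak. These counts were not repeated with lists of equal length. At 1 position with opposite changes the strongest changes met. The strongest HEP lost peak, at chromosome 14 from 48328881 to 48329104, overlapped the strongest HSC gained peak, at 48328870 to 48329108, and both EC lists had a peak there. It was singled out after the values were seen. No biological explanation was tested, and a sequence difference between fish was not tested either.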
